A study of Homo sapiens with 9 samples. Its data were reported in "High PRMT5 levels, maintained by KEAP1 inhibition, drive chemoresistance in high-grade serous ovarian cancer" (2025).

How the data were processed

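RNA was read from 9 libraries of OVCAR4 cells in 3 groups of 3, namely naive cells and Pt-resistant cells under DMSO, and Pt-resistant cells under 5 uM EPZ015666 for 5 days. According to the study's methods, cells were seeded in wells in triplicate, libraries were made with a directional kit from NEB, which marks the strand, and sequencing was on an Illumina instrument. The authors checked reads with FastQC, aligned them with STAR in its gene counting mode and built a matrix of raw counts per gene. These tools also appear in the submitters' processing notes, without versions. The deposited values are whole-number counts per gene, not normalised. The genome build and annotation behind the gene counts, and which of STAR's strand columns was taken, are not given in the sources used here, so no coordinates are printed. STAR's gene counting leaves out reads that map to several places or overlap more than 1 gene, so paralogs, pseudogene parents and overlapping genes can be undercounted. Of the members of the gene lists, 52 were too low to test, among them NUSAP1, IRF9 and TAP2, which are at or near 0 in all libraries.

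The table held 61487 genes, of which 61369 matched a table of gene symbols by their stable Ensembl ID. Of the 118 others, 105 were named from GENCODE 29, and the unmatched IDs held 0.128% of all counts. Gene type, GC content and chromosome were taken from GENCODE 29 by stable ID, which matched 58312 genes. No row named something other than a gene.

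Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10), which left 14630 genes holding 99.88% of all counts, and libraries were scaled by TMM. A single quasi-likelihood fit over all 9 libraries, without covariates, gave 3 comparisons (Pt-resistant against naive, inhibitor against DMSO in Pt-resistant cells, and inhibitor-treated against naive), each adjusted by Benjamini-Hochberg with a threshold of 0.05. The standard error of a log2 fold change is its size divided by the root of the F statistic. CPM are counts relative to the TMM-scaled library totals. The study used DESeq2 with Pt-resistant cells as reference, and DESeq2 1.42.0 is 1 of the alternatives here. The biological coefficient of variation was 7.66%. Totals of 14320929 to 19114811 counts per library set the precision, and intervals and floors cover counting error only, at a confidence level of 95% with a floor of 3 counts over a group.

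Lists of genes, 25 in number, were fixed before the data were examined, as were the designs, the alternatives and the rule for named genes. They cover candidate targets named by the study, the PRMT5 complex, other arginine methyltransferases, Sm and Sm-like proteins, the unfolded protein response, the ATF4 program, NRF2 targets, homologous recombination and Fanconi repair, nucleotide excision repair, platinum transport and thiol binding, replication, mitosis, cholesterol synthesis, epithelial and mesenchymal genes, interferon-stimulated, antigen presentation and inflammatory genes, the BCL2 family, ribosomal proteins, mitochondrially encoded mRNAs, serous lineage markers, and markers of fibroblasts and endothelium and of immune cells. Each was tested with camera (limma 3.58.1) on voom weights with a preset correlation of 0.01, adjusted over the lists within a comparison, and again with an estimated correlation and with fry. A gene was named where it had a symbol, passed the threshold, reached a mean of 5 CPM in the higher group and did not overlap between the groups. Among these, the 8 with the largest fold in each direction were taken per comparison, and the 5 with the largest smaller change for each opposite-direction set. Members of the lists, PRMT5, KEAP1 and NFE2L2 could be named too. A list and some genes that these rules take are not reported here.

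Alternatives were scaling by DESeq2 size factors (RLE) or library size alone, DESeq2, limma-voom, other filters on low counts, fits on only the groups compared, the replicate number as a block, each library left out in turn, and a 2-fold minimum. The fit was tested on simulated data drawn from the real means and library sizes with 200 genes drawn to change per comparison, and recovery was counted over those that passed the filter on low counts, 63 to 66 per fold size. For Pt-resistant against naive cells, among 14630 simulated genes, it recovered 66.7% of those changed 1.5-fold, 90.5% of those changed 2-fold and 98.4% of those changed 4-fold, and 6.29% of its calls were false. For inhibitor against DMSO these were 68.8%, 77.3%, 98.4% and 3.66%, and for inhibitor-treated against naive cells 75.4%, 78.5%, 98.4% and 5.23%. The real comparisons called 59.1% to 63.4% of tested genes, far more than were changed in the simulation, so these shares may not carry over. The chromatin and binding data of the study were not analysed here.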

Results

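Gene expression was read in OVCAR4, an established human cell line of high-grade serous ovarian cancer, in 3 states. Naive cells had not been made resistant to platinum. Pt-resistant cells are the cisplatin-resistant derivative of the same line, and both received DMSO, the solvent. A further set of Pt-resistant cells received EPZ015666, a small-molecule inhibitor of the protein arginine methyltransferase PRMT5, at 5 uM for 5 days. Each state had 3 libraries, 9 in all, and the total count per library ran from 14320929 to 19114811. The replicates were wells of a culture plate, so the p-values measure the spread between wells, which may be technical. Within a group, log2 CPM values correlated at 0.9912 to 0.9933 (Pearson, across genes), and between groups at 0.9274 to 0.9535. The first principal component held 52.6% of the variance and the second 34.6%. On the first, naive libraries lay at -64.2 to -60.7, Pt-resistant at 6.85 to 8.69 and inhibitor-treated at 53.6 to 54.65. Treated libraries were thus further from naive ones there than Pt-resistant libraries were. On the second, naive libraries lay at 16.6 to 25.1 and treated at 31.4 to 34.0, apart from Pt-resistant ones at -55.1 to -53.3. All 3 within-group pairs of each state differed by more than counting noise, with a chi-square per degree of freedom of 5.6 to 12.5.

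PRMT5, the target of the inhibitor, was read first. Its mRNA stood at 121 ± 1.5 CPM in naive, 117 ± 10 CPM in Pt-resistant and 117 ± 11 CPM in inhibitor-treated cells (SD, n = 3). The log2 fold change was -0.05 ± 0.08 (SE) between Pt-resistant and naive cells, with an adjusted p of 0.625 by edgeR's quasi-likelihood test. It was -0.01 ± 0.08 with the inhibitor, with an adjusted p of 0.959 by the same test. The mRNA of KEAP1, which targets NRF2 for degradation, did not pass in either comparison, with log2 fold changes of -0.01 and 0.15. NFE2L2, which encodes NRF2, rose by 1.34 on the log2 scale in Pt-resistant cells and changed by -1.25 with the inhibitor. Of 8 genes of the PRMT5 complex and the methionine cycle around it, 3 rose and 1 fell in Pt-resistant cells, and 1 rose and 3 fell with the inhibitor. MAT2A, which makes the methyl donor, was at 192 CPM in naive, 260.5 CPM in Pt-resistant and 138 CPM in treated cells. Among 7 tested genes of other arginine methyltransferases, 2 rose and 3 fell in Pt-resistant cells, and 2 rose and 4 fell with the inhibitor. Neither list passed the set test in either comparison.

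The comparison of Pt-resistant with naive cells asks which genes accompany acquired resistance. In Pt-resistant cells the mesenchymal regulator ZEB1 rose from 0.327 ± 0.11 to 35.8 ± 0.91 CPM (SD, n = 3) and the actin-binding protein gene TAGLN fell from 172 ± 17 to 1.77 ± 0.54 CPM. Most tested genes of the NRF2 antioxidant response and of the integrated stress response were higher and most of DNA replication and mitosis lower, list calls that were lost with an estimated correlation (adjusted p = 0.17, 0.397, 0.156 and 0.156 in that order). Of 13 mitochondrially encoded mRNAs, 10 fell along with the genes of replication and mitosis. In all, 4357 genes were higher and 4294 lower of 14630 tested (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). At a change of at least 2-fold, 985 were higher and 1335 lower.

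The 8 genes with the largest fold upward under the rule for named genes included ILDR2, ZEB1, SALL1, SAMD5, GPC6 and CLDN11. ILDR2 had 2 counts over the naive libraries, a ratio of 136 with a counting interval of 37.3 to 1130. Both counts lay in naive replicate 2, without which the fold was at least 63.1 against a floor of 3 counts, and without naive replicate 1 the ratio was 86. ZEB1 rose by 6.72 ± 0.18 on the log2 scale (SE; adjusted p = 8.03e-19), and SALL1, a transcription factor gene, by 6.70 ± 0.29. SAMD5 rose 67.7-fold, GPC6 67.4-fold and CLDN11 55.3-fold, and without naive replicate 2 SAMD5 stood at 123-fold and without naive replicate 3 CLDN11 at 88.8-fold. The 8 genes with the largest fold downward under the same rule were RAMP2, RNU6-1, TAGLN, GPR37, MBNL3, HCAR1, NID2 and FAXDC2. RAMP2, at 5.28 ± 0.33 CPM in naive cells, had no count in Pt-resistant cells, at least 96.4-fold lower against a floor of 3 counts over the group (63.3 without Pt-resistant replicate 2 and 62.4 without Pt-resistant replicate 3). TAGLN changed by -6.58 ± 0.15 on the log2 scale (SE), and NID2, a basement membrane gene, went from 16.4 ± 0.92 to 0.321 ± 0.17 CPM. GPR37 was 61.8-fold lower, MBNL3 52.6-fold, HCAR1 51.6-fold and FAXDC2 41.9-fold. RNU6-1 is 1 of several near-identical U6 copies, had 1 count over the Pt-resistant libraries, and is uncertain.

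Of 27 tested NRF2 target genes, 21 rose and 3 fell in Pt-resistant cells, with a median log2 fold change of 1.17. The cystine transporter gene SLC7A11 rose from 55.3 ± 6.1 to 426 ± 23 CPM, and GCLC, of glutathione synthesis, from 67.1 ± 2 to 219 ± 27 CPM. HMOX1 rose by 2.46 and TXNRD1 by 1.47 on the log2 scale, while AKR1B10, whose family shares sequence, was among the 3 that fell, at -1.83. The set test (camera, preset correlation) gave an adjusted p of 1.2e-07, and an adjusted p = 0.17 with an estimated correlation. Of 26 tested genes of the integrated stress response driven by ATF4, 19 rose and 4 fell (adjusted p = 5.63e-05, and 0.397 with an estimated correlation). The stress-induced transcription factor ATF3 went from 24.9 ± 22 to 226 ± 17 CPM, with the naive value resting on 1 library at 50.04 CPM beside 10.3 and 14.3 CPM, and its fold of 9.23 was 18.4 without that library, naive replicate 2. DDIT3 rose by 0.99, SESN2 by 1.18 and CHAC1 by 1.09 on the log2 scale. Genes of the unfolded protein response were mixed, with 9 higher and 7 lower of 21 (8 lower when adjusted over the list alone), a median of -0.03, a mean of 0.06 and an adjusted p of 0.792. The chaperone gene HSPA5 rose by 1.08, while PDIA4 changed by -0.99 and CALR by -0.72.

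Of 30 genes of DNA replication, 26 fell and 1, the licensing factor gene CDC6, rose by 0.55 (median -0.50; adjusted p = 3.36e-07, and 0.156 with an estimated correlation). CDT1 changed by -1.09 and the polymerase gene POLE by -1.17. Of 27 tested genes of G2/M and mitosis, 20 fell (21 when adjusted over the list alone) and 1, HMMR, rose by 0.27 (adjusted p = 2.69e-05, and 0.156 with an estimated correlation). The HMMR call was lost without naive replicate 1, Pt-resistant replicate 2 or Pt-resistant replicate 3 (log2 fold changes of 0.18, 0.20 and 0.23). KIF20A went from 81.9 ± 2.3 to 29.8 ± 1.3 CPM, and MKI67, the Ki-67 proliferation antigen, from 124 ± 14 to 73.8 ± 12 CPM. Mitochondrially encoded mRNAs, read as a sign of RNA quality, moved with both lists: 10 of 13 fell and 1 rose (adjusted p = 0.0127, and 0.519 with an estimated correlation), and their share of counts was 7.12% ± 1.0 in naive and 4.80% ± 0.37 in Pt-resistant libraries (SD, n = 3). The share of mitochondrial rRNA went the other way, at 3.06% ± 0.44 and 4.28% ± 0.39. For the mRNA share an exact two-sided permutation test gave p = 0.1, the smallest that 3 against 3 allows. Of 35 genes of homologous recombination and the Fanconi pathway, 16 fell and 5 rose, and the list did not pass (adjusted p = 0.104). XRCC3 changed by -1.03 and FANCA by -1.02, while BRCA1 rose by 1.02 and RAD51C by 0.99.

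Of 17 tested mesenchymal genes, 10 rose and 4 fell (adjusted p = 0.0136, and 0.397 with an estimated correlation). VIM went from 22.1 ± 1.5 to 242 ± 26 CPM and MMP2 from 3.35 ± 0.35 to 72.2 ± 1 CPM. Among the 4 that fell, TAGLN changed by -6.585, the largest fall on the list, and TWIST1 by -4.18 on the log2 scale. ZEB2 had 1 count over the naive libraries, a ratio of 86.1 with a counting interval of 15.1 to 3430, and without the library that held it, naive replicate 1, it was at least 18.2-fold higher. Of 21 epithelial genes, 13 fell (14 when adjusted over the list alone) and 2 rose (adjusted p = 0.00215, and 0.306 with an estimated correlation). CDH1, which encodes E-cadherin, went from 168 ± 12 to 74.2 ± 5.3 CPM. Of 26 tested interferon-stimulated genes, 16 rose and the other 10 did not pass (adjusted p = 0.000561, and 0.397 with an estimated correlation). Those that rose included IFIT1 by 1.87 and IFIT2 by 1.62. Of 25 tested NF-kB and inflammatory genes, 14 rose (15 when adjusted over the list alone) and 5 fell (adjusted p = 0.00113, and 0.397 with an estimated correlation), with CXCL8 at 99.3 CPM in naive and 614 CPM in Pt-resistant cells. Of 13 tested serous lineage markers, 1 rose and 7 fell (adjusted p = 0.0139, and 0.17 with an estimated correlation). FOLR1 changed by -2.53, and PAX8 by -0.22, a call lost without naive replicate 2 (-0.15) or Pt-resistant replicate 2 (-0.17).

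The remaining lists did not pass the set test between Pt-resistant and naive cells. Among 21 tested genes of platinum transport and thiol binding, 8 rose and 9 fell. The copper transporter gene SLC31A1 rose by 0.77 and the metallothionein genes MT2A and MT1X changed by -1.23 and -1.04. Metallothionein genes are near-identical copies, so their counts are uncertain. Cholesterol synthesis genes had 4 higher and 11 lower of 24 (adjusted p = 0.0528). That list passed with other scalings (0.0488 and 0.0417), with no low-count filter and without naive replicate 2, Pt-resistant replicate 2 or Pt-resistant replicate 3 (0.00701, 0.0133 and 0.0424), within 0.00521 to 0.131 over the alternatives. BCL2 family genes had 9 higher and 5 lower of 20, and this list and that of homologous recombination passed with no low-count filter (each at 0.0471). Nucleotide excision repair genes had 4 higher and 4 lower of 20, and Sm and Sm-like genes 8 higher and 8 lower of 27. Antigen presentation genes had 6 higher and 1 lower of 15. Cytosolic ribosomal protein genes had 12 higher and 16 lower of 58 (15 lower when adjusted over the list alone). Of markers of other cell types, 2 of 5 tested fibroblast and endothelial genes rose and 2 fell, and 3 of 4 tested immune genes fell, with CSF1R at 0.841 CPM in naive and 0.2 CPM in Pt-resistant cells.

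The comparison of inhibitor with DMSO in Pt-resistant cells asks which genes depend on PRMT5 activity there. With the inhibitor ATF3 fell from 226 ± 17 to 19.3 ± 0.84 CPM and HSPA5 from 2695 ± 251 to 769 ± 50 CPM (SD, n = 3). The chemokine gene CCL2 rose from 48.8 ± 6.5 to 501 ± 34 CPM and the NF-kB target gene BIRC3 from 6.99 ± 0.61 to 129 ± 4.1 CPM. Most tested genes of DNA replication and mitosis were higher (adjusted p = 0.0814 and 0.0167 with an estimated correlation), and 10 of 13 mitochondrially encoded mRNAs rose along with them. In all, 4669 genes were higher and 4467 lower (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). At a change of at least 2-fold, 1673 were higher and 952 lower.

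Among genes that reached 5 CPM in the higher group and did not overlap between the groups, as the rule for named genes asks, those with the largest fold upward were SAA2, CLEC4E, PI3, G0S2, LINC02274, KCNJ16, BIRC3 and GPR15LG. SAA2, an acute-phase gene with a near-identical neighbour, rose from 0.263 ± 0.14 to 14.8 ± 3.1 CPM, and CLEC4E, a pattern-recognition receptor gene, from 0.218 ± 0.04 to 10.7 ± 2 CPM. PI3 rose 29.1-fold, G0S2 27.1-fold, LINC02274 19.9-fold, KCNJ16 18.8-fold and GPR15LG 16.4-fold, while G0S2 stood at 18-fold without Pt-resistant replicate 2 and at 41.2-fold with limma-voom. BIRC3 rose by 4.20 ± 0.10 on the log2 scale (SE; adjusted p = 4.34e-19). Under the same rule those with the largest fold downward were LCA5L, ATF3, OASL, WDR86-AS1, H2AC6, IFIT1, BEST1 and L3MBTL2-AS1. LCA5L went from 13.4 ± 0.33 to 0.821 ± 0.24 CPM, and ATF3 changed by -3.55 ± 0.30 on the log2 scale (SE; adjusted p = 4.92e-10). OASL was 9.3-fold lower, the histone gene H2AC6 7.36-fold, IFIT1 7.32-fold and BEST1 7.29-fold, or 14-fold without inhibitor-treated replicate 1. WDR86-AS1 and L3MBTL2-AS1, 8.13-fold and 6.93-fold lower, are antisense genes, and since the strand used in counting is not given in the sources used here, they are uncertain.

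Genes that the study names as targets of PRMT5 form a list of 11, namely 10 candidates and KMT5C, shown there as a bound locus. The 10 candidates are part of a larger set that the study took partly for its expression in these samples. Their direction therefore follows from that choice, and the counts are not independent evidence of it. The set test of the whole list is drawn and counted with the others but is given no weight. In Pt-resistant against naive cells, 10 of the 11 were higher and KMT5C was lower by edgeR's test, with the same counts adjusted over the list alone. With the inhibitor, all 11 were lower, again with the same count adjusted over the list alone. TXNL4B, a splicing-related gene, stood at 21.8 ± 4.9 CPM in naive, 31.0 ± 2.5 CPM in Pt-resistant and 20.5 ± 2 CPM in treated cells. RCL1, of ribosomal RNA processing, stood at 37.3 ± 3.3, 50.2 ± 3.4 and 38.8 ± 2.9 CPM in the same order. The widest fall was that of TIMM44, from 161 ± 8 to 71.8 ± 4.2 CPM. At a change of at least 2-fold, 3 of the 11 were higher in Pt-resistant cells and 2 were lower with the inhibitor.

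**Figure D1:**
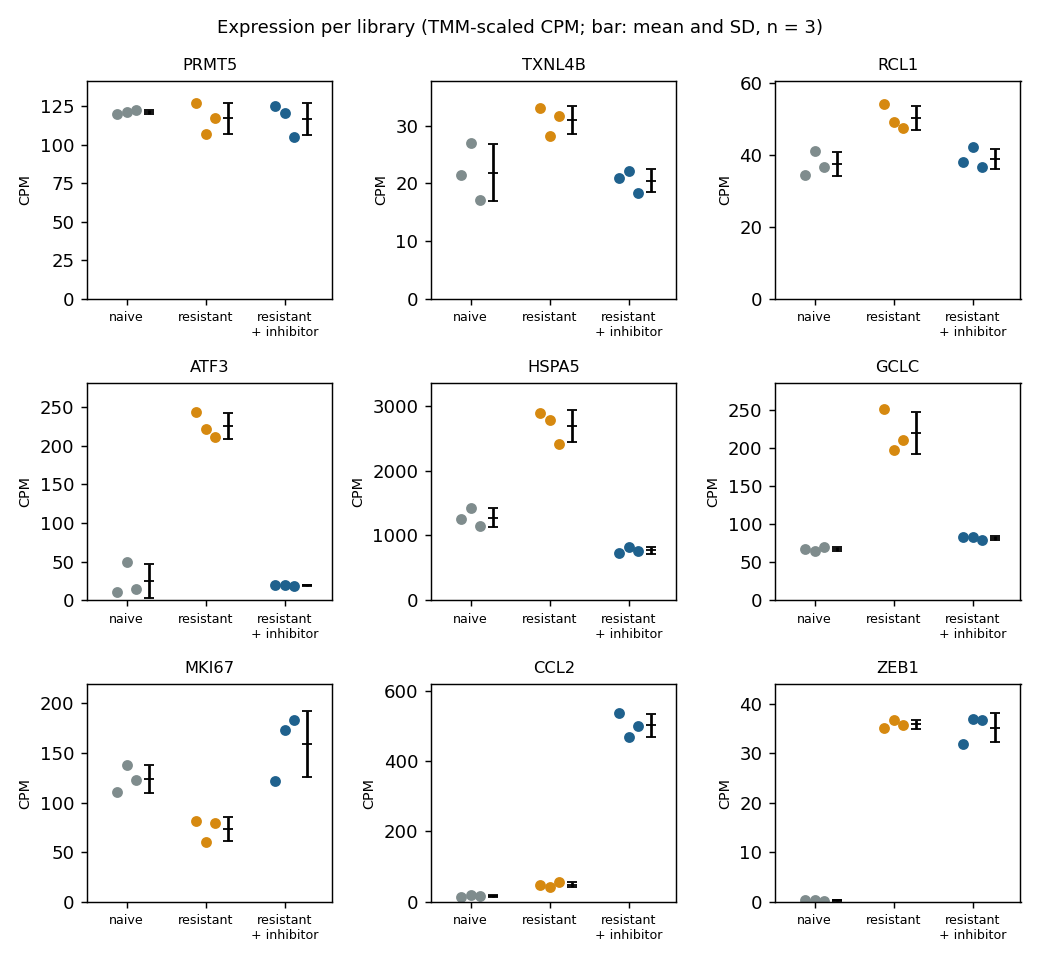
TMM-scaled CPM of 9 genes in each library of the 3 groups, points being libraries and the bar the mean and SD (n = 3). PRMT5 did not pass the test in either comparison, while ATF3 stands at 226 CPM in Pt-resistant cells and 19.3 CPM after the inhibitor.

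Of 26 tested genes of the integrated stress response, 22 fell with the inhibitor and 1, PHGDH, rose by 0.37 (median -0.57; camera adjusted p = 6.07e-08, and 0.327 with an estimated correlation). DDIT3 went from 390.3 ± 40 to 119.8 ± 11 CPM, and SESN2, PPP1R15A and CHAC1 changed by -1.58, -1.45 and -1.43 on the log2 scale. Of 21 genes of the unfolded protein response, 16 fell and 3 rose (adjusted p = 0.000224, and 0.327 with an estimated correlation). HYOU1 changed by -1.17 and the sensor gene ATF6 by -0.96, while EDEM1 rose by 0.40. Of 27 tested NRF2 target genes, 14 fell and 7 rose, or 8 when adjusted over the list alone (adjusted p = 0.047, and 0.428 with an estimated correlation). That call was lost without Pt-resistant replicate 1 (adjusted p = 0.0554), without inhibitor-treated replicate 2 (0.0757), with a filter at 1 CPM (0.0649) and with only the groups compared (0.0551), within 0.00307 to 0.0757 over the alternatives. OSGIN1 changed by -2.09 and GCLC by -1.43, while AKR1B10 rose by 3.18.

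Of 30 genes of DNA replication, 26 rose and the other 4 did not pass (median 0.81; adjusted p = 7.22e-10, and 0.0814 with an estimated correlation). Of 27 tested genes of G2/M and mitosis, 25 rose (adjusted p = 6.4e-12). This was the list that also passed with an estimated correlation, at an adjusted p of 0.0167. RRM1 went from 114 ± 11 to 299.7 ± 28 CPM, CDK1 from 180.0 ± 27 to 385 ± 30 CPM and MKI67 from 73.8 ± 12 to 159 ± 33 CPM. Mitochondrially encoded mRNAs moved with both lists: 10 of 13 rose (adjusted p = 0.000915, and 0.379 with an estimated correlation), and their share of counts was 7.37% ± 1.0 in treated libraries (SD, n = 3), where that of mitochondrial rRNA was 4.24% ± 0.15. Against the mRNA share under DMSO an exact two-sided permutation test gave p = 0.1, again the smallest possible. Of 35 genes of homologous recombination and the Fanconi pathway, 21 rose and 7 fell (adjusted p = 0.0246, and 0.379 with an estimated correlation). BRIP1 rose by 1.29 and UBE2T by 1.30, while ATM changed by -0.78.

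Of 25 tested NF-kB and inflammatory genes, 23 rose and 2, CXCL3 and IL1A, fell with the inhibitor (median 1.52; adjusted p = 4.84e-10, and 0.243 with an estimated correlation). CXCL8 went from 614 ± 35 to 2312 ± 276 CPM, SOD2 from 418 ± 64 to 1823 ± 41 CPM and IL6 from 2.39 ± 0.69 to 22.6 ± 1.9 CPM. Immune cell markers moved with this list: the 4 tested, among them PTPRC, CD14 and CSF1R, rose to at most 2.44 CPM on average (adjusted p = 0.0324, and 0.274 with an estimated correlation), a call lost without Pt-resistant replicate 1 (adjusted p = 0.0502) and with a filter at 1 CPM (0.0816), within 0.0031 to 0.0816 over the alternatives. PTPRC had 2 counts over the Pt-resistant libraries, a ratio of 29.8 with a counting interval of 7.85 to 252, or 19.6 without Pt-resistant replicate 2. Of 15 tested antigen presentation genes, 8 rose and 1 fell (adjusted p = 0.0297, and 0.295 with an estimated correlation), with CD74 at 29.7 ± 1.3 and 123 ± 4.4 CPM. Interferon-stimulated genes went both ways, with 13 lower and 4 higher of 26 (adjusted p = 0.127, and 0.0424 with no low-count filter, the lowest of the alternatives up to 0.241). OAS3 rose by 1.96 while IFIT2 changed by -2.01.

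Of 17 tested mesenchymal genes, 11 rose and 6 did not pass (adjusted p = 0.000605, and 0.327 with an estimated correlation). AXL, a receptor tyrosine kinase gene, went from 72.7 ± 7.3 to 231 ± 7.7 CPM and VIM from 242 ± 26 to 492 ± 44 CPM, while ZEB1 stayed below the threshold at -0.03. Of 21 epithelial genes, 13 fell and 5 rose (adjusted p = 0.0297, and 0.379 with an estimated correlation). The epithelial regulator GRHL2 changed by -1.15 and the splicing factor gene ESRP1 by -1.10. The remaining lists did not pass the set test with the inhibitor. Among platinum transport and thiol genes 12 rose and 6 fell of 21, with MT2A at 37.7 ± 3.8 and 283 ± 19 CPM. Sm and Sm-like genes, whose proteins are substrates of PRMT5, had 10 higher and 5 lower of 27, and their median of 0.02 turned to -0.02 with scaling by library size alone. Nucleotide excision repair genes had 5 higher and 9 lower of 20, cholesterol synthesis genes 11 higher and 6 lower of 24, and BCL2 family genes 10 higher and 4 lower of 20. Cytosolic ribosomal protein genes had 6 higher and 14 lower of 58 (4 higher and 11 lower when adjusted over the list alone), a list that passed with no low-count filter (adjusted p = 0.0224, the lowest of the alternatives up to 0.742). Serous lineage markers had 3 higher and 7 lower of 13, and of 5 fibroblast and endothelial markers 2 fell, with a median of 0.04 and a mean of -0.01. Outside the lists named with another figure, counts adjusted over the list alone were the same in both comparisons.

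**Figure D2:**
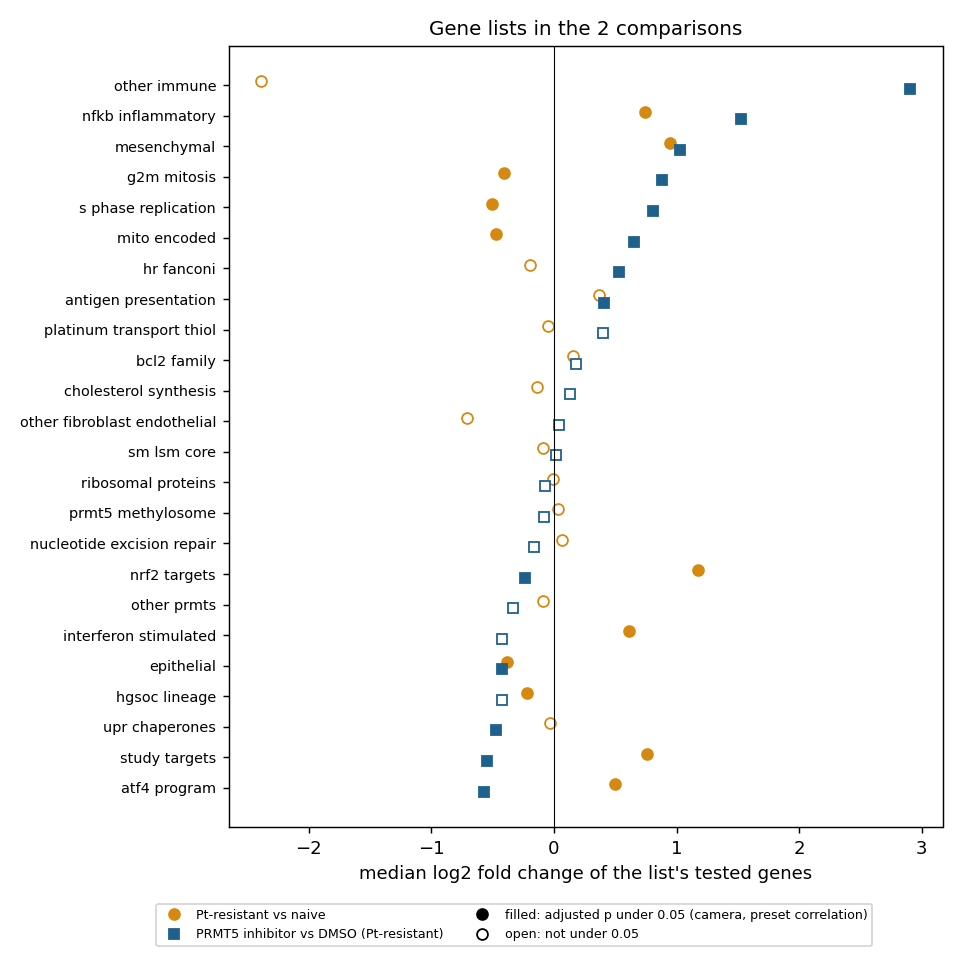
Median log2 fold change of each of 24 gene lists between Pt-resistant and naive cells (circles) and between inhibitor and DMSO in Pt-resistant cells (squares), filled where the camera test with a preset correlation gave an adjusted p under 0.05, a fill that carries no weight for the candidate targets, which were chosen on these samples. The replication and mitosis lists lie below 0 in the first comparison and above 0 in the second, and the ATF4 program does the opposite.

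The study looked for genes raised in Pt-resistant cells that depend on PRMT5. Genes higher in Pt-resistant cells and lower with the inhibitor numbered 2145, led under the rule for named genes by ATF3, LURAP1L, H2AC6, L3MBTL2-AS1 and ABCG1. LURAP1L went from 8.09 ± 3.4 in naive to 51.0 ± 3.1 in Pt-resistant and 7.58 ± 0.94 CPM in treated cells, and the sterol transporter gene ABCG1 from 1.88 ± 0.57 to 9.24 ± 0.59 and 1.36 ± 0.32 CPM. The mirror set, lower in Pt-resistant cells and higher with the inhibitor, numbered 2254, led by GPR15LG, IGFL1, IL1R2, TAGLN and SCARA3. The decoy receptor gene IL1R2 went from 73.4 ± 5.6 to 9.44 ± 1 and 68.9 ± 6.7 CPM, and IGFL1 changed by -3.21 and 3.19 on the log2 scale. Genes higher in both comparisons numbered 824 and genes lower in both 675. Independent lists of these sizes would share 1330, 1370, 1390 and 1311 genes in the same order. Both comparisons use the same Pt-resistant DMSO libraries, which are too few to split with 2 libraries on each side, so part of the excess may come from them. In 20 simulations of unchanged groups around shared libraries, any of the 4 sets held at most 1 gene. Since no gene was changed in them, these counts do not show how far the shared libraries add to overlap among changed genes. Across genes, which are not independent replicates, the log2 fold changes correlated at -0.32 (Pearson), and the simulations gave -0.48 on average. The covariance was -0.29 against -0.02 in the simulations, a difference of -0.27. The Pt-resistant mean enters the 2 comparisons with opposite signs, so real differences of that group also push the covariance below 0. Neither the simulated covariance nor the counts for independent lists allows for this. They therefore cannot show a reversal beyond what the shared group brings.

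**Figure D3:**
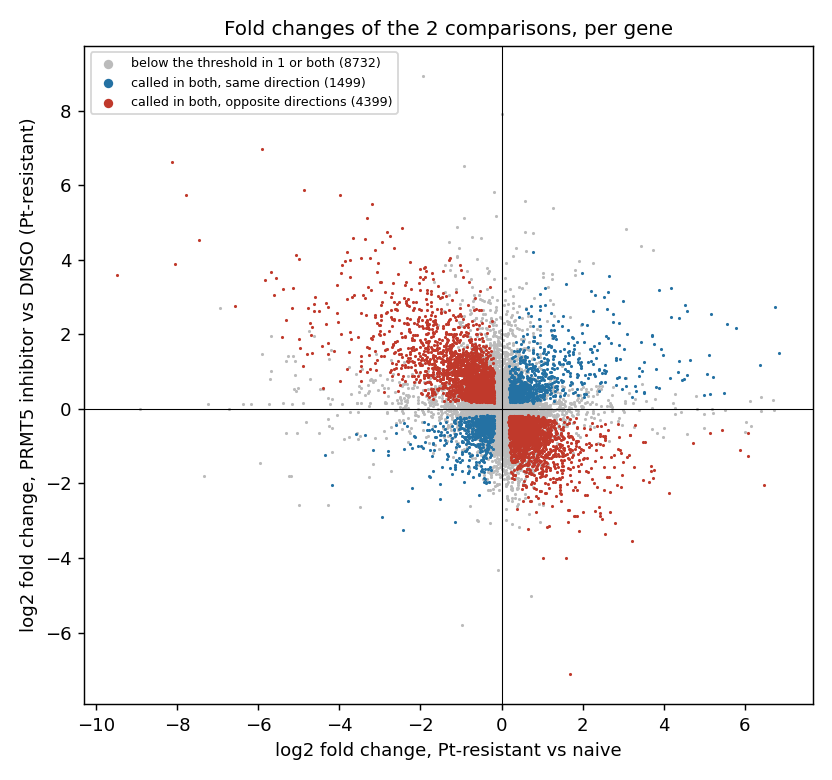
Log2 fold change of each tested gene between Pt-resistant and naive cells (horizontal) and between inhibitor and DMSO in Pt-resistant cells (vertical). Genes called in both with opposite directions number 4399 and those called in both with the same direction 1499.

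Inhibitor-treated Pt-resistant cells were also compared with naive cells, a comparison of means to which the DMSO-treated Pt-resistant libraries do not belong, though they share its filter, scaling and estimate of the spread. Inflammatory genes stood above naive cells, with 22 of 25 higher by edgeR's quasi-likelihood test (camera adjusted p = 6.44e-13, and 0.108 with an estimated correlation). Mesenchymal genes had 14 higher and 3 lower of 17 (adjusted p = 3.05e-05, and 0.195 with an estimated correlation), and epithelial genes 2 higher and 17 lower of 21 (adjusted p = 1.72e-05, and 0.118 with an estimated correlation). NRF2 target genes had 22 higher (23 when adjusted over the list alone) and 2 lower of 27 (adjusted p = 1.72e-05, and 0.195 with an estimated correlation). Of 27 mitosis genes, 21 were higher (adjusted p = 0.000175, and 0.108 with an estimated correlation). Antigen presentation genes had 12 higher (13 when adjusted over the list alone) and 1 lower of 15 (adjusted p = 0.00071, and 0.108 with an estimated correlation), and serous lineage markers 2 higher and 8 lower of 13 (adjusted p = 0.00602, and 0.108 with an estimated correlation). Unfolded protein response genes had 4 higher and 14 lower of 21 (adjusted p = 0.00071, and 0.337 with an estimated correlation). Replication genes had 16 higher and 4 lower of 30 (adjusted p = 0.0382, and 0.36 with an estimated correlation), a call lost without naive replicate 3 (0.0667), without inhibitor-treated replicate 1 (0.0518) and with scaling by library size alone (0.0558), within 0.00381 to 0.0667 over the alternatives. The 11 candidate target genes had 3 higher and 3 lower, with a median of -0.06 and a mean of 0.03. In all, 4710 genes were higher and 4566 lower than in naive cells. Of the 2145 genes higher in Pt-resistant cells and lower with the inhibitor, 477 were still above the naive level after treatment, 574 were below it and 1094 did not pass the test against it. Of the 2254 genes of the mirror set, 559 were still below the naive level, 670 were above it and 1025 did not pass.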

Values the study reported

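The study reported approximately 700 PRMT5 binding sites in Pt-resistant cells. By combining binding with expression, it arrived at 47 genes that it reported as directly and positively regulated by PRMT5. It also reported that target genes fell, to varying degrees, when the PRMT5 promoter was repressed in Pt-resistant OVCAR4 cells. By ChIP-qPCR it found PRMT5 at promoters of selected genes, and target genes were higher in KEAP1 knock-out cells. In 5 cell lines it found more PRMT5 protein in the resistant cells, without a significant change of PRMT5 mRNA. Of 10 target genes knocked out, RCL1 and TXNL4B were those whose loss made the cells partially sensitive to platinum.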

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

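Of the alternatives, the fit without mitochondrially encoded genes was chosen after the data were seen. Counts of genes called stayed within 1.5 times the main counts under each alternative but the 2-fold minimum, and the cause of the changes below was not tested unless stated. A 2-fold minimum, which by construction removes smaller changes, left 985 higher and 1335 lower genes in Pt-resistant against naive cells, 1673 and 952 with the inhibitor, 1564 and 1339 in treated against naive cells, and 199 and 573 in the sets of opposite direction. Of the 11 genes on the list of study targets it left 3 higher in Pt-resistant cells, 2 lower with the inhibitor and 1 with both. The correlation of the 2 comparisons, -0.32, was -0.40 with DESeq2, -0.41 with no low-count filter, -0.38 with only the groups compared, and -0.36 to -0.31 with libraries left out. An estimated correlation left 1 passing list test over all 3 comparisons (0, 1 and 0 for Pt-resistant against naive, inhibitor against DMSO and treated against naive), and fry, which does not compare a list with other genes, passed 61 (20, 22 and 19). With no low-count filter, 14 lists passed in treated against naive cells in place of 9. Leaving out each library gave 3954 to 4373 higher and 3934 to 4319 lower genes in Pt-resistant against naive cells. With the inhibitor it gave 4352 to 4823 and 4069 to 4573, and in the opposite sets 1889 to 2192 and 1996 to 2302. Of the 11 genes on the list of study targets, 9 to 11 were lower with the inhibitor. PRMT5 stayed below the threshold throughout, at -0.12 to 0.0077 in Pt-resistant against naive cells and -0.0684 to 0.0685 with the inhibitor when libraries were left out, turning to 0.0077 without Pt-resistant replicate 2 in the first, and to 0.06 without Pt-resistant replicate 1 and 0.0685 without treated replicate 3 in the second. Other genes below the threshold that turned were KEAP1 in Pt-resistant against naive cells (-0.0699 to 0.0673, turning without naive replicate 1 and, at 0.03, without Pt-resistant replicate 3) and ZEB1 with the inhibitor (-0.0645 to 0.0414, turning without treated replicate 1), and KEAP1 passed with the inhibitor without Pt-resistant replicate 1 (0.21). Of 2227 values of named genes under alternatives, 2218 kept their direction and side of the threshold. Depth limits the genes with few counts, whose ratios carry wide counting intervals.

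The wells carry replicate numbers, but same-numbered libraries did not all deviate from their group means together: of 9 such pairs across groups, 4 correlated above 0.1, with a range of -0.31 to 0.29, and 6 of 9 libraries correlated best with their own number. With the number as a replicate block, 4389 genes were higher and 4299 lower in Pt-resistant against naive cells, 4677 and 4508 with the inhibitor, and 12 in place of 13 lists passed with the inhibitor, the NRF2 targets being lost (adjusted p = 0.0563). DESeq2 shared 7809 of 8651, 8349 of 9136 and 8478 of 9276 calls with the main test in the 3 comparisons, none in the opposite direction. Without mitochondrially encoded genes, 4287 were higher and 4332 lower in Pt-resistant against naive cells and 4644 and 4520 with the inhibitor.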

Other observations

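Families of genes outside the fixed lists, 10 in number and taken by their symbols after the data were seen, were tested in the same way. With a preset correlation 4 of the 10 passed in Pt-resistant against naive cells, 3 with the inhibitor and 2 in treated against naive cells, and with an estimated correlation the lowest adjusted p was 0.105. Of 473 tested ZNF zinc finger genes, which encode DNA-binding proteins, 254 fell and 58 rose with the inhibitor (median -0.37; camera adjusted p = 1.41e-06, and 0.518 with an estimated correlation), while 132 rose and 131 fell in Pt-resistant against naive cells. In treated against naive cells, 249 of them fell and 49 rose (adjusted p = 3.74e-06, and 0.673 with an estimated correlation). Replication-dependent histone genes, near-identical copies whose counts are uncertain, had 13 higher of 18 in Pt-resistant cells (adjusted p = 0.000165, and 0.105 with an estimated correlation), and 8 lower and 1 higher with the inhibitor (adjusted p = 0.029, and 0.518 with an estimated correlation). Proteasome subunit genes had 30 higher and 2 lower of 40 in Pt-resistant cells (adjusted p = 3.59e-05, and 0.262 with an estimated correlation), 7 higher and 13 lower with the inhibitor (adjusted p = 0.474), and 25 higher and 1 lower in treated against naive cells (adjusted p = 0.00175, and 0.673 with an estimated correlation). Mitochondrial ribosomal protein genes had 37 higher and 8 lower of 81 in Pt-resistant cells (adjusted p = 0.014, and 0.592 with an estimated correlation), and 16 higher and 34 lower with the inhibitor (adjusted p = 0.0749). Semaphorin genes had 2 higher and 11 lower of 16 in Pt-resistant cells (adjusted p = 0.014, and 0.262 with an estimated correlation), and 9 higher and 2 lower with the inhibitor (adjusted p = 0.127). Collagen genes had 17 higher and 4 lower of 24 with the inhibitor (adjusted p = 0.0149, and 0.518 with an estimated correlation), and 4 higher and 8 lower in Pt-resistant against naive cells (adjusted p = 0.283). The families of complex I subunits, snoRNA hosts, keratins and protocadherins did not pass in any of the 3 comparisons.

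Of the tests below, those of crowding and of immune cells were chosen after the values they use had been seen, at least in part, and the patterns themselves were found in these data. Genes on chromosome 9 were higher in Pt-resistant than naive cells as a body: the median log2 fold change of 568 genes was 0.39 (bootstrap 95% interval 0.34 to 0.43), against -0.21 to 0.22 for the other autosomes, and 5 consecutive parts of the chromosome had medians of 0.29 to 0.48. A trend with GC content existed (Spearman -0.24 across genes), but after it was subtracted the chromosome 9 median was 0.48, above the highest of the other autosomes (0.25). Between treated Pt-resistant and naive cells, where the means compared leave out the DMSO-treated Pt-resistant libraries but the naive ones are shared, the median was 0.36. A candidate explanation is a gain of chromosome 9 copies carried by the resistant line, which remains a hypothesis since no DNA was analysed here.

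Most genes of replication and mitosis were lower in Pt-resistant cells (adjusted p = 0.156 and 0.156 with an estimated correlation) and higher with the inhibitor (adjusted p = 0.0814 and 0.0167 with an estimated correlation), and the share of mitochondrially encoded mRNAs moved in the same order (7.12%, 4.80% and 7.37% of counts in naive, Pt-resistant and treated libraries), while that of mitochondrial rRNA did not (3.06%, 4.28% and 4.24%). After the GC trend was subtracted their median was -0.47 in Pt-resistant against naive cells and 0.80 with the inhibitor, which argues against GC content as the whole cause. Denser wells of untreated Pt-resistant cells could lower such genes, and YAP target genes, which fall in dense cultures, had a median of -0.10 there (bootstrap 95% interval -0.35 to 0.15) and 0.58 with the inhibitor (0.18 to 0.70). Well density would need both to exclude 0, and the first does not while the second does, so well density and an effect of the inhibitor cannot be told apart with these counts.

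Of 25 tested inflammatory genes, 23 rose with the inhibitor (adjusted p = 4.84e-10, and 0.243 with an estimated correlation), and after the GC trend was subtracted their median was 1.36 (bootstrap 95% interval 0.92 to 2.67), which argues against GC content as the whole cause. For immune cells in the treated wells, 10 transcripts abundant in leukocytes were summed against a bound of 50 CPM fixed before the sum was computed, and the highest treated library met it at 140 CPM, but untreated Pt-resistant libraries met it too (66.9 to 75.0 CPM) and ITGB2 alone gave 114 to 127 CPM, so that it was judged, after its value was seen, not to separate the explanations. Over all 10 the median gain in treated libraries was at most 1.08% of that over the 28 genes of the inflammatory list, where a limit of under 1% had been set before it was computed, and at most 0.691% of that over the 25 tested genes, a set taken after the miss was seen, so that neither share is given weight. Of the 10 transcripts, 7 stayed below 1 CPM in every treated library, with no count of TYROBP. FCER1G reached at most 0.179 CPM, CD52 and CD53 0.2, AIF1 0.296, LYZ 0.592 and CORO1A 0.655. These values were known when they were chosen for this count, so the count is no test. As values they argue against immune cells as the whole cause. The study's methods describe wells seeded with cells of the line and mention no immune cells, so the design names no source for them. From the counts alone a part played by immune cells was not excluded. LAPTM5 stood at 2.07 to 2.20 CPM in treated libraries against 0.312 to 0.532 CPM in untreated Pt-resistant ones. HCLS1 stood at 5.96 to 8.95 against 2.29 to 3.19 CPM, though below its 12.5 to 17.6 CPM in naive cells.

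For each comparison of 2 groups the 6 libraries make 10 splits, too few for a share under 0.05. In Pt-resistant against naive cells the real split gave 4357 higher and 4294 lower genes, with the inhibitor 4669 and 4467, and in treated against naive cells 4710 and 4566. In each of the 6 counts 1 split, the real one, gave as many genes, and the highest of the others was 0. For the sets of opposite direction, 100 assignments of the 9 libraries to 3 groups were drawn, the real one included. The real one alone (1 of 100) gave 2145 and 2254 genes, and the highest of the others gave 1617 and 1622 (in an assignment that left 1 library in its own group). Further assignments gave 830 to 1545 and 1099 to 1532 genes, and most gave none. Exchanging the naive and treated names would give the same sets, and no drawn assignment did so. Random labelling of the wells is thus excluded for sets of this size. The draw does not test for a reversal beyond what the shared Pt-resistant group brings.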
